A study of Mus musculus with 8 samples. Its data were reported in "Dysregulation of AGO2-miRNA dynamics underlies the AGO2-associated Lessel–Kreienkamp syndrome" (2025).

How the data were processed

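Polyadenylated RNA from the cerebral cortex of 4 Ago2 L192P heterozygous and 4 wild-type mice was sequenced by the authors as stranded mRNA libraries. The authors aligned the reads with STAR to the mouse genome GRCm39, tallied them per gene locus with featureCounts and deposited the raw counts of each library, with no pooling of replicates. Neither the strand setting of the counting nor the Ensembl release is stated. The authors also deposited a second table of normalized signal, in which each count was divided by a DESeq2 size factor per library. Multiplying that table by DESeq2 size factors computed here gave back the counts with a largest difference of 2.9e-10. Every per-sample column was assigned to a library by its label.

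The unit of the tests was the deposited count. DESeq2 1.42.0 in R 4.3.3 was fitted with genotype as the only term, median-of-ratios size factors, the default Cook filter and independent filtering at 0.05, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 with no minimum fold change. The tool and the threshold on the adjusted p follow the methods of the study, which do not state the level used for independent filtering. Fold changes are maximum likelihood estimates without shrinkage, and normalized counts are counts divided by the size factors. Of the genes with counts, 14037 were set aside by independent filtering and 12 by the Cook filter, and their adjusted p was left undefined. The total per library ran from 20396357 to 43575900 counts. A gene with few counts therefore has a coarse fold change, and no statement is made for genes under the filter. Counting error and the spread between animals both enter the DESeq2 standard errors.

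Libraries of 1 genotype were compared pairwise with a chi-square test over genes with at least 10 counts. The statistic per degree of freedom was between 5.52 and 22.6, so no pair agreed within sampling noise and each library was used as a replicate. The replicate numbers come from the labels, which do not say what they stand for. Deviations from the group mean, over 13422 genes with a mean normalized count of at least 50, correlated between same-numbered libraries of both genotypes at 0.63, 0.38, 0.23 and 0.33 for replicates 1 to 4. The 12 pairs with different numbers ranged from -0.38 to 0.14. The numbers were therefore treated as pairing the libraries, and a fit with the number as a block is given beside a result where it changed the outcome.

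The alternatives fixed in advance were edgeR 4.0.16 (quasi-likelihood, TMM factors), limma 3.58.1 as voom and as trend on log2 of the authors' normalized values plus 1, TMM and total-count size factors, a filter of at least 10 counts in at least 4 libraries, independent filtering off or at 0.1, the Cook filter off, the replicate block, 1 surrogate variable from sva 3.50.0, and leaving out each library. The tests of the comparisons in the report, the members of the gene lists and the rule for naming genes were also fixed before the data were examined. Several tests of explanations in the closing section were chosen later, as stated there. A covariate for the sex-linked pattern and a fit on the 6 Xist-high libraries were added after seeing the data. The rule named Ago2 and its paralogs, the genes the study discussed in its text, and, among called genes with non-overlapping groups and a mean normalized count of at least 10, the 5 with the smallest adjusted p and the 2 with the largest fold change in each direction. Genes of the marker lists were named only with their list.

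Gene positions, exon overlaps and 3′ UTRs were taken from GENCODE release M39 on GRCm39, in which 98.8% of the gene identifiers were found. A seed site was an exact match of 7 bases in the 3′ UTR of the canonical transcript. Genes with a site were compared with genes without one by limma camera, with a preset correlation of 0.01, and by fry on voom values, adjusted over 12 families. As a control for base content and length, the difference in median log2 fold change was also computed for 50 shuffled sites per family. Neither camera nor fry was run on the shuffled sites. The gene list from the study's own Argonaute binding experiment was not used here. Marker lists for brain regions, cell types, blood, handling and sex were tested with the same tools over 19 lists. They left out genes that the study pictured, and 3 of the 19 hold genes that the study chose on these libraries. The list of sex-linked genes was too sparsely expressed for the set tests.

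The programs were tested on simulated counts for 55416 genes with the real means, dispersions and library sizes, in which 200 genes were changed by 1 log2 unit and a set of 100 others was raised by 0.5. DESeq2 recovered 98.5% of them, all 197 in the right direction, and made 312 calls, of which 81 were genes of the raised set and 34 (10.9%) were false. With the replicate block 97.5% were recovered and 7.41% of the calls were false, and edgeR recovered 97.5% with 5.84% false calls. No effect of the replicate number was simulated, so this cannot judge the blocked fit on the real libraries. The recovered share holds for a change of 1 log2 unit. In the real libraries the median absolute log2 fold change of the calls was 0.62 for higher and 0.29 for lower genes. For the raised set, camera and fry both detected the shift, and a set of 100 unshifted genes passed neither test. The genes were simulated independently, so the error rate of the set tests on correlated genes was not measured. The shift of 0.5 was far above the seed-site differences, which reached 0.021, so the power for those was not measured either.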

Results

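Cortical mRNA was sequenced from mice heterozygous for a knock-in of the L192P substitution in Ago2 (L192P) and from wild-type mice (WT), with 4 libraries of each genotype. Argonaute 2, the protein encoded by Ago2, carries a miRNA guide to sites in target mRNAs and lowers their output. The substitution is the mouse counterpart of a variant found in people with a neurodevelopmental disorder. The comparison asked which transcripts differ in abundance between the cortex of both genotypes. The reads were counted per gene, and the total counts of L192P replicates 1 to 4 were 25579982, 21340875, 20982038 and 20396357. The WT replicates 1 to 4 had totals of 26521572, 43575900, 22724647 and 21369237 counts, so WT replicate 2 was the deepest library. Of 55416 genes in the count table, 32676 had at least 1 count and 18627 entered the adjusted test.

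The labels used here do not state the sex of the animals, but the libraries fell into 2 patterns of sex-linked expression. Replicate 1 of either genotype had almost no Xist RNA, with 0.93 normalized counts in L192P and 1.82 in WT, and 3547 and 3534 counts on genes of chromosome Y. The other 6 libraries had between 5185 and 7257 normalized counts of Xist and between 186 and 573 counts on chromosome Y. Each genotype therefore had 1 library of the Xist-low pattern and 3 of the Xist-high pattern. The first principal component of the 1000 most variable genes, which carried 42.5% of their variance, set the replicate 1 libraries apart from the other 6.

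The level of Ago2 itself did not differ detectably. Ago2 (ENSMUSG00000036698, GRCm39 chromosome 15, 72967693 to 73056784, minus strand) had 2291 ± 75.1 normalized counts in L192P (SD, n = 4) and 2246 ± 130.4 in WT. The log2 fold change was 0.03 with a standard error of 0.06, the DESeq2 adjusted p was 0.968, and an exact two-sided permutation test of the normalized counts gave p = 0.629. Individual libraries ranged from 2222 to 2398 normalized counts in L192P and from 2083 to 2380 in WT. An exon of Chrac1 overlaps Ago2 on the opposite strand. The alternative that moved the Ago2 value most was leaving out WT replicate 2, which gave a log2 fold change of -0.0075. The paralogs Ago1, Ago3 and Ago4 had log2 fold changes of -0.014, -0.010 and -0.15, with standard errors of 0.07, 0.08 and 0.11 and DESeq2 adjusted p-values of 0.992, 0.995 and 0.746. The direction of Ago1 and Ago3 flipped with total-count size factors, to 0.012 and 0.014. Among 13 genes of the miRNA machinery, Argonautes included, 0 passed the threshold over all genes, 0 passed when adjusted over the list alone, and 2 had an unadjusted p under 0.05.

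In the comparison of L192P with WT by DESeq2, 253 genes had an adjusted p under 0.05, without a minimum fold change. Of these, 147 were higher and 106 were lower in L192P, so 58.1% were higher. The normalized counts of the 4 L192P libraries lay entirely above or entirely below those of the 4 WT libraries for 232 of the 253 genes (91.7%). Among all tested genes this held for 5.97%, where chance gives 2.86%. The count depended on the model. With the replicate number as a block, 533 genes passed, 228 higher and 305 lower, and 200 of the 253 genes were among them with the same direction. As a ratio, the alternative that moved the count most was limma-voom, which gave 45 genes. Leaving out 1 library gave between 112 genes (without WT replicate 4) and 496 genes (without WT replicate 1). Within the 6 libraries of the Xist-high pattern, 500 genes passed, 238 higher and 262 lower. The Xist-low pattern has 1 library per genotype, too few for a test. Scaling by total counts gave 168 higher and 64 lower genes, a share of 72.4% higher.

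**Figure D1:**
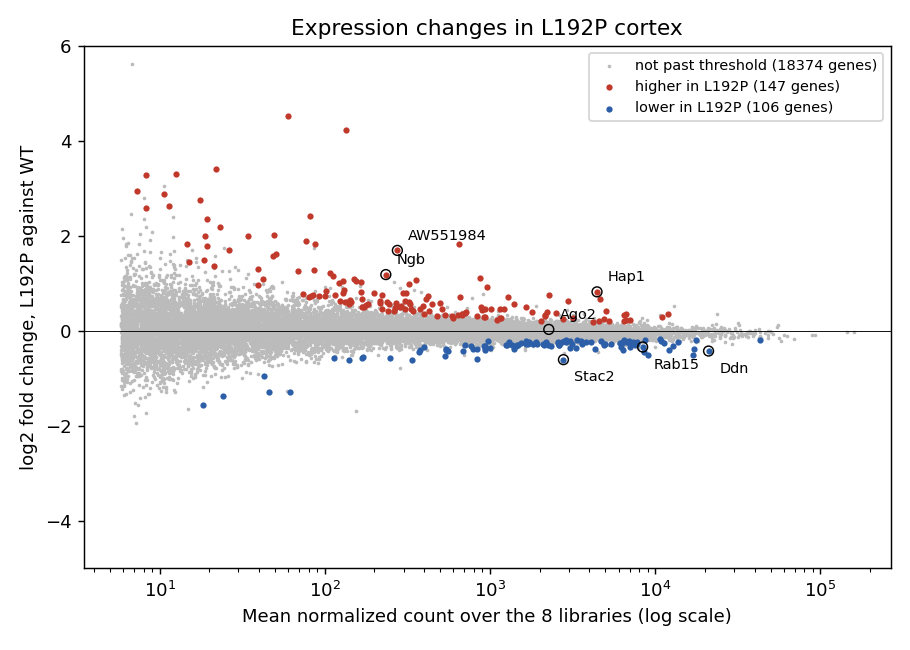
Mean normalized count over the 8 libraries (horizontal axis, log scale) against the log2 fold change of L192P over WT (vertical axis) for the 18627 tested genes. Red points mark the 147 higher genes and blue points the 106 lower genes, grey points are genes not past the threshold, and the higher genes reach larger fold changes at low mean counts.

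The changes differed in size between the directions. The median log2 fold change was 0.62 for the higher genes, and its absolute value was 0.29 for the lower genes, a difference of 0.32. More than a doubling was seen for 42 higher genes, and a fall below a log2 fold change of -1 for 4 lower genes. With the replicate block the difference between the medians was 0.10. The alternative that raised it most was limma-trend on the normalized values, at 0.54.

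The 5 higher genes with the smallest adjusted p whose groups did not overlap were AW551984, Ngb, Gpx3, Nynrin and Hap1. AW551984 (ENSMUSG00000038112, chromosome 9, 39498692 to 39515979) rose from 129.8 ± 49.5 normalized counts in WT to 420.4 ± 49.8 in L192P (SD, n = 4), a log2 fold change of 1.69 with a standard error of 0.20 and a DESeq2 adjusted p of 1.45e-13. Ngb, the gene of neuroglobin (ENSMUSG00000021032, chromosome 12, 87144299 to 87149330), rose from 143 ± 33.7 to 326 ± 39.2 normalized counts, with a log2 fold change of 1.18, a standard error of 0.16 and a DESeq2 adjusted p of 1.78e-09. Gpx3 (ENSMUSG00000018339, chromosome 11, 54793279 to 54802424) had a log2 fold change of 0.98 and Nynrin (ENSMUSG00000075592, chromosome 14, 56091467 to 56112193) of 0.79, both with a DESeq2 adjusted p of 2.2e-09. Hap1 (ENSMUSG00000006930, chromosome 11, 100238152 to 100246978) was the most abundant of these genes, at 5676 ± 211.1 normalized counts in L192P and 3211 ± 704.8 in WT. Its log2 fold change was 0.82 with a standard error of 0.12 and a DESeq2 adjusted p of 5e-09. WT replicate 1, at 4228 normalized counts of Hap1, was the closest of the WT libraries to the L192P group.

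The 5 lower genes chosen in the same way were Gm2415, Stac2, Rab15, Pex19 and Ddn. The long noncoding RNA Gm2415 (ENSMUSG00000086119, chromosome 9, 118718380 to 118755523) fell from 999 ± 53.2 normalized counts in WT to 661 ± 56.5 in L192P (SD, n = 4), a log2 fold change of -0.60 with a standard error of 0.08 and a DESeq2 adjusted p of 4.56e-09. Stac2 (ENSMUSG00000017400, chromosome 11, 97927446 to 97944288) fell from 3360 ± 357.9 to 2208 ± 197.6 normalized counts, a log2 fold change of -0.61 with a standard error of 0.09 and a DESeq2 adjusted p of 4.71e-08. Rab15 (ENSMUSG00000021062, chromosome 12, 76844732 to 76869699) and Pex19 (ENSMUSG00000003464, chromosome 1, 171954285 to 171967307) had log2 fold changes of -0.34 and -0.28, with DESeq2 adjusted p-values of 3e-06 and 2.65e-05. Ddn (ENSMUSG00000059213, chromosome 15, 98701658 to 98707371), which encodes dendrin, fell from 24104 ± 2524 to 17951 ± 1165 normalized counts, a log2 fold change of -0.43 with a standard error of 0.08 and a DESeq2 adjusted p of 6.88e-05. All 10 of these higher and lower genes kept their direction and passed the threshold in each of the 21 alternatives. No alternative held tissue composition equal, so this does not exclude a difference in dissection, which the closing section weighs. Exons of other genes on the opposite strand overlap Gpx3 (Tnip1), Gm2415 (Ctdspl, Gm16295 and Itga9) and Ddn (B130046B21Rik). The strand setting of the counting is not stated, so the values of these genes are uncertain to that extent.

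**Figure D2:**
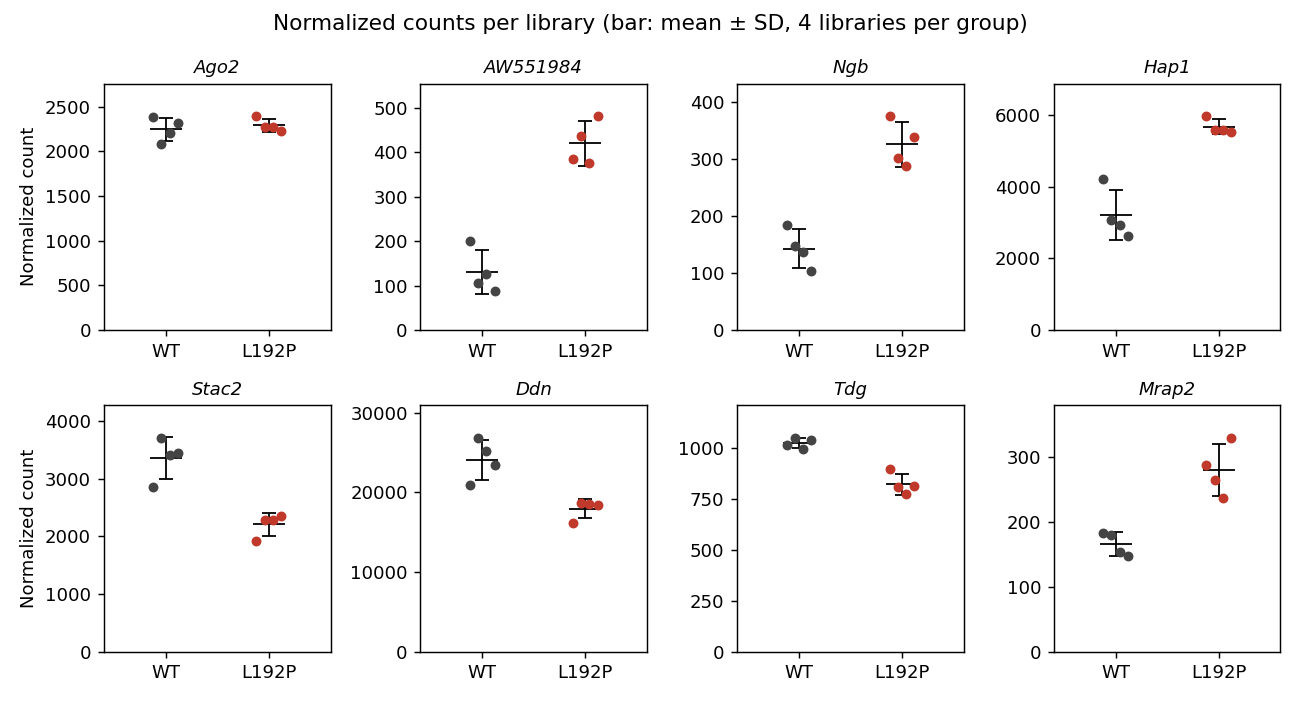
Normalized counts (vertical axes, starting at 0) of 8 genes in the 4 WT and the 4 L192P libraries. Points are libraries and bars give the mean ± SD, and the groups overlap for Ago2 and are separate for AW551984, Ngb, Hap1, Stac2, Ddn, Tdg and Mrap2.

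The genes named by the size of their fold change were weakly expressed. Among the higher genes, Irx2 (ENSMUSG00000001504, chromosome 13, 72776906 to 72782317) had 22.9 ± 28.1 normalized counts in L192P (SD, n = 4) and 2.31 ± 1.07 in WT. Its log2 fold change was 3.29 with a standard error of 0.82 and a DESeq2 adjusted p of 0.0098. L192P replicate 3, at 64.6 normalized counts of Irx2, carried much of that value, and without it the log2 fold change was 1.96, with no adjusted p. Lhx5 (ENSMUSG00000029595, chromosome 5, 120569764 to 120579292) had a log2 fold change of 2.77 with a standard error of 0.60 and a DESeq2 adjusted p of 0.00138, and it passed in 11 of the 15 alternatives that gave it an adjusted p. Without L192P replicate 3 the DESeq2 adjusted p of Lhx5 was 0.0641 (range over its alternatives 0.000986 to 0.0702). Among lower genes, Prss16 (ENSMUSG00000006179, chromosome 13, 22184773 to 22193912) had a log2 fold change of -1.56 and a DESeq2 adjusted p of 0.02, and it passed in 6 of 15 alternatives. Among the fits that left out a library it was lost without L192P replicates 2, 3 and 4 and WT replicates 2, 3 and 4, with a highest adjusted p of 0.159 without WT replicate 3. Nat8f5 (ENSMUSG00000079494, chromosome 6, 85793428 to 85797972) had a log2 fold change of -1.38 and a DESeq2 adjusted p of 0.0293, and it passed in 9 of 19 alternatives. It was lost without L192P replicates 1, 3 and 4 and WT replicates 1, 2 and 4, with a highest adjusted p of 0.256 without WT replicate 4. Nat8f5 belongs to a family of similar genes and shares exonic sequence with Nat8f6, and Irx2 and Lhx5 have antisense neighbours, Gm20554 and Lhx5as1, so their counts are uncertain.

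The study named or pictured a small set of genes as predicted targets of miRNAs whose association with Argonaute 2 differed between the alleles in cultured neurons. They were chosen on these same libraries, so counts adjusted over the list alone are not independent evidence. The text of the study names Mllt1 while Mllt11 is among the genes it pictured, so which of these was meant is uncertain, and both are given. For the targets presented as lower, Tdg (ENSMUSG00000034674, chromosome 10, 82465610 to 82489654), Nrep (ENSMUSG00000042834, chromosome 18, 33570072 to 33597117) and Mllt11 (ENSMUSG00000053192, chromosome 3, 95125855 to 95139542) were lower in L192P, with log2 fold changes of -0.32, -0.23 and -0.28, standard errors of 0.07, 0.06 and 0.07, and DESeq2 adjusted p-values of 0.00323, 0.0114 and 0.00634. Mllt1 (ENSMUSG00000024212, chromosome 17, 57194061 to 57242685) was not distinguishable from WT, at 1374 ± 128 normalized counts in L192P (SD, n = 4) and 1557 ± 203.9 in WT, a log2 fold change of -0.18 and a DESeq2 adjusted p of 0.612. Without WT replicate 1 its DESeq2 adjusted p was 0.0492, the lowest of a range up to 0.987. Of these 4 genes, 3 passed over all genes and 3 passed when adjusted over the list alone. For the targets presented as higher, Mrap2 (ENSMUSG00000042761, chromosome 9, 87025834 to 87066102) had a log2 fold change of 0.74 with a standard error of 0.14 and a DESeq2 adjusted p of 4.16e-05, and it passed in all 21 alternatives. Spp1 (ENSMUSG00000029304, chromosome 5, 104582165 to 104589235) and Cdh4 (ENSMUSG00000000305, chromosome 2, 179084201 to 179541166) had log2 fold changes of 0.62 and 0.34 with DESeq2 adjusted p-values of 0.0326 and 0.0293, and each passed in 11 of 21 alternatives. All 3 passed over all genes and when adjusted over the list alone. Spp1 overlapped between the groups, since L192P replicate 1 had 213.9 normalized counts and WT replicate 1 had 214.0. Tdg passed in 16, Nrep in 14 and Mllt11 in 17 of 21 alternatives, and edgeR gave adjusted p-values of 0.0595, 0.123 and 0.0985. Over all alternatives the adjusted p ran from 0.00144 to 0.0686 for Tdg, from 0.0012 to 0.134 for Nrep and from 6.23e-07 to 0.0985 for Mllt11. With DESeq2, Tdg was lost without L192P replicate 3 (0.0585) or WT replicate 2 (0.0503), and Mllt11 without L192P replicate 3 (0.0616). Nrep was lost without L192P replicate 2 (0.122) or 3 (0.0728) or WT replicate 3 (0.134) or 4 (0.103). Spp1 and Cdh4 were lost in DESeq2 fits without any 1 of L192P replicates 2, 3 and 4 or WT replicates 2, 3 and 4, with highest adjusted p-values of 0.251 (without L192P replicate 3) and 0.227 (without WT replicate 3). Tdg, Mllt1 and Mllt11 overlap exons of other genes on the opposite strand, and Spp1 overlaps Gm42793 on its own strand.

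Whether predicted miRNA targets shifted as a class was examined with 7-base seed sites in the 3′ UTR for 12 miRNA families that are abundant in brain or named by the study. They do not include miR-5121, which the study proposes as a potential regulator of Spp1, Mrap2 and Cdh4. Of 14232 expressed genes with a 3′ UTR, between 1175 and 3742 carried a site, depending on the family. The median log2 fold change of genes with a site minus that of genes without one ranged from -0.014 for the miR-29-3p family to 0.021 for the miR-26-5p family. It was below 0 in 4 families and above 0 in 8, and once the trends on UTR length and GC content were removed it was below 0 in 6 and above 0 in 6, with -0.0025 for miR-26-5p. With limma camera, 0 of 12 families passed after adjustment (adjusted p from 0.765 to 0.906), and 0 had an unadjusted p under 0.05. The rotation test fry also gave 0 families, with 0 at an unadjusted p under 0.05. The alternative that moved the top of the range most was leaving out WT replicate 2, without which the miR-26-5p family had a difference of -0.00039 and the highest was 0.0066 for let-7-5p. A seed site alone does not show that an mRNA is bound. The study used another measure, mRNAs found bound to Ago2 in mouse cortex, and reported them as lower in L192P cortex. That list was not used here, so the seed-site result does not test that report.

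**Figure D3:**
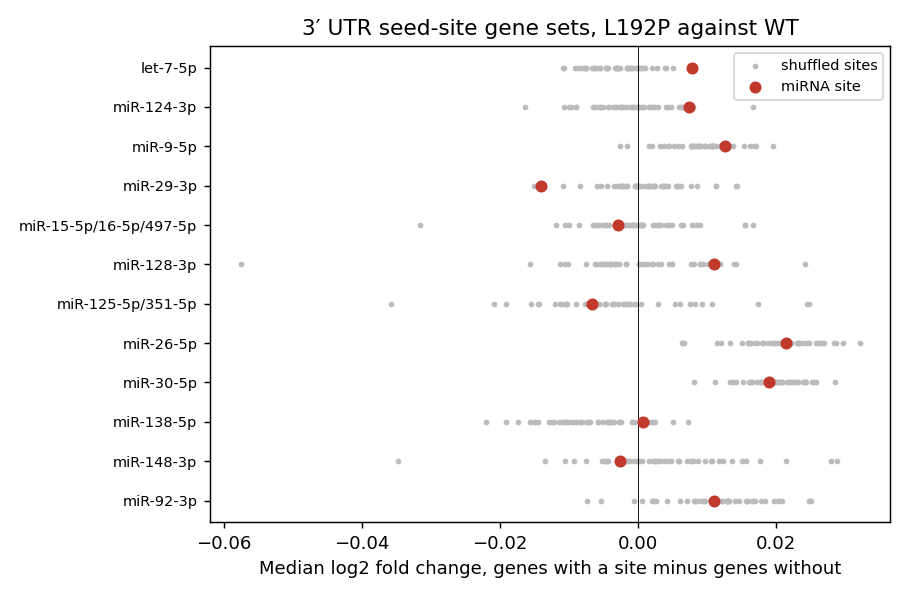
Difference in median log2 fold change (horizontal axis) between genes with a 3′ UTR seed site and genes without one, for 12 miRNA families (rows). Red points are the miRNA sites and grey points are 50 sites per family made by shuffling the same bases, and the differences run from -0.014 for miR-29-3p to 0.021 for miR-26-5p.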

Values the study reported

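The study reported 247 mRNAs with a significant difference between L192P and wild-type cortex, of which 136 were higher and 111 were lower.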

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

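Values were screened for a library far from the other 3 of its genotype, by its gap to the nearest library as a share of the range. Of 94 groups screened, 11 stood out, where chance gives about 4.7. How the test on Pmch and Hcrt was read was settled after its value had been seen. L192P replicate 3 was the distant library in 7 of the 11, L192P replicate 1 in 2 and WT replicate 1 in 2.

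In L192P replicate 3, Pmch had 261.7 normalized counts against 0 to 16.8 in the other L192P libraries (gap share 0.936), and Hcrt had 177.6 against 0 to 12.1 (gap share 0.932). Both genes belong to the hypothalamus list and neither was given an adjusted p. If that library held more hypothalamic tissue of every kind, it would lead the L192P libraries in the score over the rest of the list, but it ranked 3 of the 4. A single library cannot exclude that explanation, and a fragment of one part of the hypothalamus stays open. The same library was apart for Irx2 (64.6 normalized counts against 4.55 to 14.01, gap share 0.842), for the hippocampus list score (0.90 against -0.27 to -0.25, gap share 0.982), for the olfactory bulb list score (0.94 against 0.20 to 0.33, gap share 0.8291), for the striatum list score (-0.31 against -0.05 to -0.02, gap share 0.911) and for the score of the study's genes Tdg, Nrep, Mllt1 and Mllt11 (-0.182 against -0.109 to -0.107, gap share 0.976). A list score here is the mean of log2 normalized counts plus 1, centred per gene, over the listed genes with a mean normalized count of at least 10, which for hypothalamus includes Pmch and Hcrt. Without this library the hippocampus list median was -0.35, against 0.08 with it. The genotype is shared by the 4 L192P libraries, and no biological explanation was tested for the separate values of this library.

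The replicate 1 libraries supplied the remaining 4. Ddn had 16209 normalized counts in L192P replicate 1 against 18428 to 18668 (gap share 0.903), and the erythroid list score was -0.67 in that library against 0.32 to 0.44 (gap share 0.885). In WT replicate 1 the hypothalamus list score was -0.18 against -0.93 to -0.81 (gap share 0.837), and the astrocyte list score was -0.29 against 0.11 to 0.17 (gap share 0.858). Both replicate 1 libraries have the Xist-low pattern, so the sex of the animal, which the design does not name as a group, and a batch shared by the pair cannot be told apart here.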

How the results depend on the processing

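The count of 253 genes, 147 higher and 106 lower, kept within 1.5 times of its value with TMM size factors, a filter on low counts, independent filtering off or at 0.1 and the Cook filter off, and the count of higher genes did so with total-count size factors, under which 64 genes were lower. Independent filtering at 0.1, the default of DESeq2, gave 247 genes, 136 higher and 111 lower. These counts equal the values quoted from the study above. Tests with a moderated variance called fewer: edgeR gave 53 genes (44 higher, 9 lower, size difference 0.51), limma-voom 45 (38 higher, 7 lower, size difference 0.46) and limma-trend 51 (42 higher, 9 lower, size difference 0.54), and all 53 edgeR genes were among the 253. In the simulation DESeq2 had a larger share of false calls than these tests. Terms for variation between libraries called more. The replicate block gave 533 genes (228 higher, 305 lower, size difference 0.10), and 1 surrogate variable gave 473 (238 higher, 235 lower, size difference 0.20). Chosen after seeing the data, the sex-pattern covariate gave 459 (228 higher, 231 lower, size difference 0.19) and the 6 Xist-high libraries gave 500 (238 higher, 262 lower, size difference 0.25). The share of higher genes was 58.1% in the main model, 83% with edgeR and 42.8% with the block, so the balance of directions depended on the model. The cause of the difference between tools was not tested.

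Leaving out each of the 8 libraries in turn gave from 112 to 496 genes, from 76 to 255 higher, from 35 to 241 lower, a size difference from 0.18 to 0.39, and an Ago2 log2 fold change from -0.0075 to 0.059. The spread of the size difference over these fits, 0.07, was used as a guide to its stability. These fits share most of their libraries, so the spread understates the error between animals. Removing WT replicate 1 raised the count to 496, of which 219 were among the 253, and removing any library but WT replicate 1 or L192P replicate 1 lowered it by more than 1.5 times. Ago2 was not called in any of the 21 alternatives.

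Among 24 other named genes, 409 of 479 comparisons with an alternative kept direction and side of the threshold, 59 were weaker and 1 was stronger. The 10 reversals were of Ago1 and Ago3, which were near 0 and never called. With total-count size factors they were 0.012 and 0.014, Ago3 was 0.0017 with limma-voom, and over the fits that left out a library they ran from -0.055 to 0.021 for Ago1 and from -0.068 to 0.025 for Ago3.

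The seed-site count was 0 in each alternative. The sign of small family differences flipped in 17 comparisons. With at least 2 sites, miR-138-5p was -0.0079 and miR-148-3p was 0.0017. Across the fits that left out a library, the difference ran from -0.0013 to 0.013 for miR-124-3p, from -0.0084 to 0.0048 for the miR-15-5p family, from -0.00039 to 0.0301 for miR-26-5p, from -0.00035 to 0.028 for miR-30-5p, from -0.0066 to 0.0056 for miR-138-5p, from -0.0079 to 0.0046 for miR-148-3p and from -0.0059 to 0.016 for miR-92-3p.

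Of the 19 marker lists, 10 passed camera and 5 passed fry. In 247 comparisons 210 were unchanged, 9 were weaker, 19 were stronger and 9 reversed. The reversals were of lists near 0. Across the fits that left out a library, medians ran from -0.35 to 0.25 for hippocampus, from -0.0497 to 0.31 for choroid plexus, from -0.20 to 0.011 for astrocyte and from -0.0028 to 0.033 for the miRNA machinery, whose median was -0.018 in the 6 Xist-high libraries. The replicate block brought the oligodendrocyte, astrocyte and immediate early lists past camera and left 1 of the 5 lists past fry. Among the genes of the hypothalamus list it took Scn9a and Peg10 out of the calls, added Trh and left 5 called genes, Oxt and Otp among them, with no adjusted p. Besides these and the counts above, the block changed no call among the families or the lists as sets. Among the genes chosen by the naming rule, it changed only those left without an adjusted p, given below. Single genes of other lists did change. Called genes went from 3 to 7 for striatum, from 0 to 3 for cortical excitatory neurons and from 1 to 4 for inhibitory interneurons. Among sex-linked genes, 1 was called with the block and 0 without. The depth of the libraries limits genes with few counts: Irx2, Lhx5, Prss16 and Nat8f5 had no adjusted p in the blocked fit, which filters on the mean count.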

Other observations

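For the hypothalamus list, the tests on library size, on the sex-linked pattern, on the cortical share and on the within-genotype slope were chosen only after the result was seen, as were the paired test of the list score and the count of splits for the marker lists under fry. The lists that enter the count of splits under camera were changed after its first result.

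Across all 35 splits of the 8 libraries into 4 and 4, 1 split, the real one, gave as many as 253 genes, and 1 gave as many as 147 genes in a direction. For the 106 lower genes, 2 of the 35 splits reached as many genes in their larger direction. The other was the split with the largest count after the real one, 224 genes, which exchanged WT replicate 1 for L192P replicate 2 and so kept both replicate 1 libraries together. The median of the other splits was 5 genes, and the highest count among other splits that kept the replicate 1 libraries apart was 15. Of the 8 splits that part all 4 numbered pairs, the 7 others gave 0 to 6 genes without the block. With the block they gave at most 22 genes against 533, so 1 of the 8 reached the real count, and 8 splits cannot give a share under 0.05. The splits that part fewer pairs place same-numbered libraries together and so carry the difference between the pairs. For the gap in fold-change size, 9 of the 35 splits had a gap as large, mostly from a few genes with extreme fold changes. Among 6 splits with at least 10 genes in each direction, 1 had a gap as large.

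The higher genes had lower mean counts than the lower genes, with medians of 275 and 2452 normalized counts, and low counts inflate the fold change a call needs. As a log2 ratio of absolute log2 fold changes, higher over lower genes, the gap was 1.08 before and 0.33 after the comparison was made at equal mean count. The latter ran from 0.21 to 0.43 when each library was left out. It was 0.48 with edgeR, and the highest value over the alternatives was 0.51. In the main model the mean count thus went with most of the gap but did not account for the whole of it. With the replicate block the ratio was 0.66 before and 0.11 after.

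Lists of genes typical of other brain regions and cell types were compared with the background of all genes. Of 30 genes listed for hypothalamus, 12 were called higher, 0 lower, and 17 passed when adjusted over the list alone. With the replicate block 6 were called: 5 of the 12 again and 1 other gene (Trh), while 5 of the 12 had no adjusted p in that fit and 2 were tested and lost (Scn9a, adjusted p 0.0503, and Peg10, 0.116). The list median was 0.75 over 19 genes with a mean normalized count of at least 10 and a DESeq2 p, and 18 of the 19 were higher. Pmch and Hcrt, for which DESeq2 gave no p, were left out. None of the genes the study pictured is on the list, by construction, 1 gene is also on the olfactory bulb list, and 8 have at least 100 normalized counts in WT cortex. The camera adjusted p was 5.07e-21 and the fry adjusted p was 0.00476, but under the replicate block the fry adjusted p was 0.0634. These values were adjusted over all 19 lists, including those the study chose on these libraries. Over the 16 other lists the fry adjusted p was 0.0161 without and 0.108 with the replicate block. The list score over these 19 genes was higher in all 4 L192P libraries than in all 4 WT libraries, with means of 0.68 ± 0.29 and -0.68 ± 0.34 (SD, n = 4) and an exact two-sided permutation p of 0.0286, the smallest the design allows when the libraries are permuted freely. With the numbered pairs kept, the score was higher in L192P in 4 of 4 pairs and the exact two-sided permutation p was 0.125, the smallest that 4 pairs allow, so this score cannot pass 0.05 as a paired test. WT replicate 1 was the highest WT library. Among the called genes of the list were Oxt (19.3 to 154.5 normalized counts in L192P, 2.73 to 7.6 in WT), Avp (19.3 to 458.9 in L192P, 10.5 to 21.9 in WT) and Otp (12.5 to 64.5 in L192P, 1.09 to 11.8 in WT). Not all listed transcripts followed clearly. Pomc had 28.4 to 134.2 normalized counts in L192P and 27.2 to 174.4 in WT. Cartpt had a log2 fold change of 0.20, with a DESeq2 adjusted p of 0.774 and 229.9 to 322.4 normalized counts in WT.

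Several explanations were weighed for the hypothalamus list. Library size was argued against by the list median without the deepest library, 0.67, which camera still called. The sex-linked pattern was argued against by a median of 0.88 in the 6 Xist-high libraries. GC content and transcript length were argued against by a median of 0.75 after their trend was removed, and 0.76 in the blocked fit. A lower cortical share alone would raise the other tissues alike, but the striatum list had a median of -0.25. It stayed between -0.28 and -0.18 when each library was left out, and camera but not fry called it. All 16 striatum genes had at least 100 normalized counts in WT cortex. Cortex itself may supply them, so this list cannot decide. The list of cortical excitatory neurons was lower (median -0.14, 0 of 10 genes higher), which goes with a lower cortical share. A lower cortical share therefore stays open. The oligodendrocyte (-0.11) and astrocyte (-0.12) lists carry little weight here. They passed neither test without the block, and the astrocyte median was 0.011 without L192P replicate 1. A larger share of hypothalamic or adjoining tissue in the L192P dissections may contribute. Genes of the lists were left out of the next test, except those found only on the list of genes pictured by the study. The random lists held no called gene and no gene of any list. Within each genotype, 122 higher genes had a median slope of 0.19 on the list score, with 72.1% of the slopes above 0. That slope was at percentile 100 among 10000 random lists of equal mean count. After the replicate block was also removed the slope was 0.21, and 0 of 10000 random lists reached it. The 100 lower genes had a median slope of -0.06, with 30% of the slopes above 0, at percentile 1.38 among 10000 random lists. After the replicate block was also removed it was -0.08, at percentile 0.73. This leaves open that part of the 147 higher genes, and part of the lower genes, reflects tissue boundaries. It does not exclude a change of these genes within the cortex, which was not tested. The level of Pomc does not show a uniform addition of hypothalamus. Cartpt cannot decide this, since its level in WT cortex could hide a small addition. An effect of the genotype itself stays open and untested.

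The remaining lists are given for completeness. Over the 16 lists that the study did not choose, 7 passed camera and 2 passed fry, hypothalamus (adjusted p 0.0161) and cortical excitatory neurons (adjusted p 0.0465, list median -0.14). In the blocked fit 10 passed camera, with the oligodendrocyte (adjusted p 0.0021), astrocyte (0.0214) and immediate early (0.00619) lists added, and 0 passed fry. The camera values printed here and below were adjusted over all 19 lists. As many camera calls came up in 17 of the 35 splits (5 of the 35 when the 3 lists chosen by the study were counted, as in the first version) of the libraries, so the camera count is not beyond what regrouping gives, whereas 1 of the 35 splits gave as many fry calls. By camera alone, thalamus (median 0.66), olfactory bulb (0.92), leptomeninges (0.61) and microglia (0.26) were higher and striatum (-0.25) was lower. The hippocampus (0.08), choroid plexus (0.08), erythroid (0.25), oligodendrocyte (-0.11), astrocyte (-0.12), endothelium (0.26), inhibitory interneuron (0.06), immediate early (-0.21) and miRNA machinery (0.03) lists passed neither test without the block. Single libraries decided several of these values. Without L192P replicate 3 the median was 0.26 for thalamus, 0.48 for olfactory bulb and -0.35 for hippocampus. Microglia lost its camera call without L192P replicate 2 (adjusted p 0.109) or 3 (0.111) or WT replicate 1 (0.0957). Without L192P replicate 1 camera called hippocampus (0.0321), erythroid (0.00019) and endothelium (0.000432), without WT replicate 2 choroid plexus (0.00105) and without WT replicate 3 hippocampus (0.00312). Without L192P replicate 3 it called oligodendrocyte (0.00336), astrocyte (0.0234) and immediate early (0.0121), and without WT replicate 1 the same lists (0.000705, 0.0079 and 2.26e-06). In the 6 Xist-high libraries camera did not call thalamus (0.0924) and did call hippocampus (0.0128), erythroid (3.47e-05), oligodendrocyte (0.00564), endothelium (0.00683) and immediate early (9.86e-06). The lists the study chose on these libraries passed both tests, which is circular, and with the block only the first of them passed fry (0.0256). Their medians were -0.26 for the genes with falling predicted targets, 0.62 for those with rising ones and 0.34 for all pictured genes.

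Genes on chromosome X made up 25 of the 147 higher genes (17%), against 630 of 18627 tested genes (3.38%), an odds ratio of 6.05, and 4 of the lower genes. The excess stayed in the 6 Xist-high libraries, with an odds ratio of 5.6, and it was smallest without L192P replicate 1, with 18 of 163 higher genes (11.04%) and an odds ratio of 3.64. The value in the Xist-high libraries argues against the sex-linked pattern as its source. A larger hypothalamic share is a candidate explanation. Within each genotype the 22 X-linked genes among the 122 higher genes above had a median slope of 0.36 on the hypothalamus list score. It was at percentile 100 among 10000 random lists of X-linked genes of equal mean count, and the slope was 0.30 in the blocked fit. An effect of the L192P allele on these genes was not tested apart from it.

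For the seed-site families, 0 passed, and since a count of 0 is reached by each of the 35 splits, 35 of the 35 gave as many. The difference of 1 family, let-7-5p, lay beyond all 50 of its shuffled sites, on the higher side, and 1 of 50 shuffled sites was as low as the miR-29-3p site. For miR-26-5p, at the top of the range, 23 of 50 shuffled sites were as high, and for miR-30-5p 30 of 50 were. With 12 families and no call, this does not separate UTR length and base content from an effect of the sites.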
